A study of Homo sapiens with 12 samples. Its data were reported in "Translational repression of 5’ TOP mRNAs in chronically activated CD8+ T cells in vitro" (2026).

How the data were processed

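Ribosome-protected fragments (RPFs) were sequenced from primary human CD8+ T cells of 4 donors, each cultured under 3 regimes of stimulation through CD3 and CD28. T_acute cells were stimulated a single time and rested, T_re-act cells were stimulated, rested and stimulated again, and T_chron cells went through repeated rounds of stimulation and rest. The labels number the donors 1, 2, 4 and 5, and these numbers serve as replicate numbers here, so the 12 libraries form 3 groups of 4. Only RPF libraries were in the series, so ribosome occupancy was compared, and translation efficiency, which needs matched RNA-seq, was not analysed.

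Per the study's methods, the authors trimmed adapters and marked molecular identifiers with Cutadapt, went on with Read 1 alone, and mapped reads with Bowtie2 in turn to rRNA, other non-coding RNA, mitochondrial DNA, mRNA (RefSeq MANE version 0.95 plus mitochondrial mRNAs) and genomic DNA. They removed duplicates with UMI-tools, kept with bedtools the reads inside each coding sequence away from its ends, and quantified them with Salmon. Tool versions were not stated. The deposited values are TPM, made by the authors by dividing reads by transcript length and scaling each library to the same sum, with no scaling between libraries. Each column summed to 1000000.

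The table lists 18653 transcripts, of which 18618 took a gene symbol through their RefSeq accession in a gene table of assembly GRCh38.p14, used for names alone. The 13 mitochondrial transcripts are listed at 0 in every library, and 22 nuclear transcripts had no symbol and kept their identifiers. TPM of transcripts with the same symbol were summed (56 symbols). XIST, TSIX and all Y-linked genes were left out of every step. HLA genes stayed in the tests but were not eligible for naming, because their mapping can follow donor genotype. For the same reason KLRC2 is given by its group change alone.

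TPM keep no depth, but a transcript's TPM in a library move in steps of 1 read. Whole reads were recovered for 15839 of 15839 transcripts above 0 in at least 3 libraries, taking values within 0.02 reads of a whole number as whole. Totals were 1485055 to 6135956 reads per library. This recovery was tested on 2891 simulated transcripts in 12 libraries: every read number was right for 99.97% of them, and on the same values scrambled no transcript above 0 in all 12 libraries (2026) gave whole reads. An earlier form of the recovery had read some simulated libraries at a whole multiple of their depth. It was corrected by a check for libraries whose read numbers share a factor. In the real libraries 49.8% to 50.8% of read numbers were even, so none had been read at a multiple of 2, and the recovered reads did not change.

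The design fixed before the data were examined assumed Salmon's estimated counts and a count-based quasi-likelihood test. Because the deposited unit is TPM, limma 3.58.1 (R 4.3.3) was used in its place, on log2(TPM + 1), with its test moderated across genes. Libraries were scaled by factors from a trimmed mean of log ratios, with 30% of the ratios and 5% of the levels trimmed at each end. A gene was tested if at least 4 of the 8 libraries reached a TPM of 1. Each comparison was fitted on its own 8 libraries with group as the single term, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Every log2 change is therefore on the log2(TPM + 1) scale, which understates the change of genes with low TPM. Printed TPM levels are mean ± SD of 4 libraries (n = 4) after scaling over all 12 libraries, and log2 changes carry their standard error (SE).

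For a named list of genes, camera of limma tested whether the list's genes changed more than other genes, with a preset correlation between genes of 0.01, adjusted over all lists with at least 5 tested members. The same test with an estimated correlation, and fry, which tests whether a list's genes move one way on balance without comparing them with other genes, were run beside it. The 36 lists were fixed before the data were examined. They covered TOP mRNAs (all, large-subunit and small-subunit ribosomal proteins, other TOP mRNAs), ribosomal protein paralogs, other translation factors, mitochondrial ribosomal proteins, nuclear-encoded and mitochondrially encoded respiratory chain subunits, tRNA synthetases, ribosome biogenesis, glycolysis, amino acid transport with serine synthesis and ATF4 targets, cholesterol synthesis, chaperones of the endoplasmic reticulum, cytosolic chaperones, G1/S and G2/M cell-cycle genes, replication histones, effector cytokines and chemokines, cytotoxic granule genes, inhibitory receptors, costimulatory and activation receptors, transcription factors of exhaustion, naive and memory genes, early response genes of NFAT, AP-1 and NF-kB, interferon-stimulated genes, apoptosis and p53 genes, CD8 T cell identity genes, markers of NK and innate-like cells, CD4 and regulatory T cells, B and plasma cells, monocytes and dendritic cells, and platelets and erythroid cells, and the translation genes and the exhaustion genes that the study itself names. The last pair of lists was chosen by the study on these samples, and TOP mRNAs were chosen as a subject because of the study. The list of cytosolic chaperones also holds HSPD1 and HSPE1, which encode mitochondrial chaperonins.

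Genes were named by a rule fixed in advance. It took the 10 genes that rose most and the 10 that fell most per comparison among those past the threshold, with a mean TPM of at least 5 and the same direction in all 4 same-donor pairs. It added every tested member of the lists the study names, and up to 4 members of each list described, namely the 2 of largest change past the threshold and the 2 of highest level. For lists of other cell types it added the 3 members of highest TPM. The rule was written for CPM and was applied to TPM. Some genes that it named are not reported here.

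The share of TPM on ribosomal protein mRNAs (79 genes) was compared by an exact two-sided permutation test, whose smallest possible p for 4 against 4 libraries is 0.0286. The share on 69 histone genes was compared in the same way, and was added after the data were examined. The changes of T_chron and T_re-act cells from T_acute cells were compared by Pearson's r and covariance across genes, beside 100 simulated sets with no effect and the values with the T_acute libraries split.

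On simulated reads with genes changed by known amounts, drawn from the real means and totals, the recovery of a gene depended on the size of its change. Each simulated gene had the median spread of genes of like level, the same in both groups, and changed genes came from those with more reads. The shares below therefore overstate recovery for genes that vary more or have fewer reads. For T_chron against T_re-act (9984 genes in the fit), 98.5% of genes changed 4-fold, 44.8% of those changed 2-fold and 1.5% of those changed 1.5-fold passed. For T_re-act against T_acute (9892 genes) these shares were 98.5%, 76.1% and 19.4%, and for T_chron against T_acute (10086 genes) 95.5%, 51.5% and 3.0%. The share of unchanged genes among the calls was 5.9%, 2.3% and 2.9% in these 3 comparisons. A simulated list of 60 genes shifted by 0.49 on the log2 scale passed in each of the 3. Simulated genes varied independently, so this does not show how often lists of correlated genes pass by chance.

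Replicate numbers pair the samples, since the labels give the same donor to libraries of the same number. Deviations of same-donor libraries from their group means correlated at 0.211 to 0.362 between T_re-act and T_acute, 0.0382 to 0.175 between T_chron and T_re-act, and 0.0249 to 0.145 between T_chron and T_acute. The study's methods name no donor term, so the donor block was an alternative and not the main design.

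Alternatives fixed in advance were median-of-ratios and upper-quartile scaling, scaling factors without TOP mRNAs, no filter, a filter at a mean TPM of 10, all 12 libraries in one fit, the donor block, limma-voom on recovered reads, the other list tests, other scales of the ribosomal protein share, and leaving out each library in turn. Added after the data were examined were no scaling, pseudocounts of 0.1 and 5, library weights, limma-voom with the donor block, the libraries of replicates 1 and 2 alone, and the share of recovered reads. A planned DESeq2 test was not run, since the deposited unit is TPM, and limma-voom was the sole test of single genes run on the recovered reads. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9 read the table, recovered reads and drew the plots.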

Results

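Ribosome-protected fragments (RPFs) of primary CD8+ T cells were measured in 12 libraries, 4 for each culture regime and 1 per donor and regime. T_acute cells had a single stimulation and a rest, T_re-act cells had a final stimulation after the rest, and T_chron cells had repeated stimulations. Recovered depth was 6135956, 5388888, 4349553 and 2729465 reads for T_acute replicates 1, 2, 4 and 5. In the same order it was 2047655, 2534720, 2239827 and 1659258 reads for the T_re-act libraries and 5653814, 5277011, 1485055 and 3667837 reads for the T_chron libraries. The deposited table gives no genome positions, so genes are named by symbol. Levels are scaled TPM as mean ± SD (n = 4), and changes are log2 ± SE on the log2(TPM + 1) scale.

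T_acute libraries lay apart from the others on the first component of a principal component analysis of 10243 genes, in which that component held 43.1% and the second 23.7% of the variance. On the first component T_acute libraries lay between -51.3 and -38.6 and T_re-act libraries between 2.22 and 12.9, and T_chron libraries overlapped with the latter. T_chron replicate 1 lay at 12.8, beside T_re-act replicate 4 on both components, T_chron replicate 2 at 20.7, and T_chron replicates 4 and 5 at 66.1 and 50.4. The median SD of a gene among replicates, on the log2 scale, was 0.19 in T_acute, 0.23 in T_re-act and 0.37 in T_chron libraries. Trimmed-mean scaling lowered the median change of all genes in each comparison, compared with no scaling. It did so by 0.24 for T_chron against T_re-act, 0.11 for T_re-act against T_acute and 0.35 for T_chron against T_acute. Changes are relative to that shift.

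The comparison of T_chron with T_re-act cells asked what repeated stimulation changes beyond a recent stimulation. TOP mRNAs, which encode ribosomal proteins and translation factors and start with a terminal oligopyrimidine motif, had lower ribosome occupancy in T_chron cells. Their median log2 change was -0.74, 100 of 102 were lower, and the list passed in camera of limma (adjusted p = 4.78e-30, and adjusted p = 0.271 with an estimated correlation). Without scaling the median was -0.47. The share of TPM on ribosomal protein mRNAs was 10.7% ± 2.5 in T_chron and 15.1% ± 1.06 in T_re-act libraries (SD, n = 4), lower in 4 of 4 donors (exact two-sided permutation p = 0.0286, the smallest possible). The same-donor TOP medians of T_chron against T_re-act differed between donors, at -0.18, -0.52, -1.14 and -1.28 for replicates 1, 2, 4 and 5. RPS29, a small-subunit protein, had a level of 8378 ± 2981 in T_chron and 14654 ± 739.9 in T_re-act cells, and RPS25 had 3579 ± 1494 and 6701 ± 188. In limma 0 of 102 TOP mRNAs passed over all genes, 82 were lower at an unadjusted p under 0.05, limma-voom called 0, and 76 fell when adjusted over the list alone. Paired by donor, the share difference had an exact two-sided sign-flip p = 0.13, the smallest that 4 pairs allow.

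Occupancy was lower in T_chron than in T_re-act cells for each part of the TOP class: large-subunit ribosomal proteins (median -0.76, adjusted p = 7.92e-21, and adjusted p = 0.271 with an estimated correlation), small-subunit proteins (median -0.81, adjusted p = 9.46e-16, and adjusted p = 0.271 with an estimated correlation) and other TOP mRNAs (median -0.59, adjusted p = 1.24e-08, and adjusted p = 0.271 with an estimated correlation). It was also lower on other lists of the translation machinery: ribosome biogenesis factors (median -0.70, adjusted p = 1.43e-12, and adjusted p = 0.341 with an estimated correlation), ribosomal protein paralogs (median -0.65, adjusted p = 0.00129, and adjusted p = 0.341 with an estimated correlation) and translation factors outside the TOP class (median -0.32, adjusted p = 2.80e-06, and adjusted p = 0.286 with an estimated correlation). In limma 0 genes of these 6 lists passed over all genes, and limma-voom called 0. Adjusted over the list alone, 38, 26, 10, 0, 1 and 1 fell in the order named, and at an unadjusted p under 0.05 42, 27, 13, 20, 3 and 8 were lower. Of the 36 ribosome biogenesis factors, 36 were lower, among them nucleolin (NCL, -0.97 ± 0.35, adjusted p = 0.222), but their same-donor medians were 0.18, -0.21, -1.32 and -1.36 for replicates 1, 2, 4 and 5. The 5 translation genes that the study names, RPS24 (-0.99 ± 0.30), RPL32 (-0.93 ± 0.21), EIF3E (-0.81 ± 0.23), EEF1A1 (-0.63 ± 0.21) and EEF1B2 (-1.07 ± 0.32), were lower together (median -0.93, adjusted p = 5.25e-05, and adjusted p = 0.271 with an estimated correlation). In limma 0 of the 5 passed over all genes, 5 of 5 had an unadjusted p under 0.05 and 0 passed in limma-voom, and 5 fell adjusted over the list alone, which is not independent evidence since the study chose them on these samples.

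**Figure D1:**
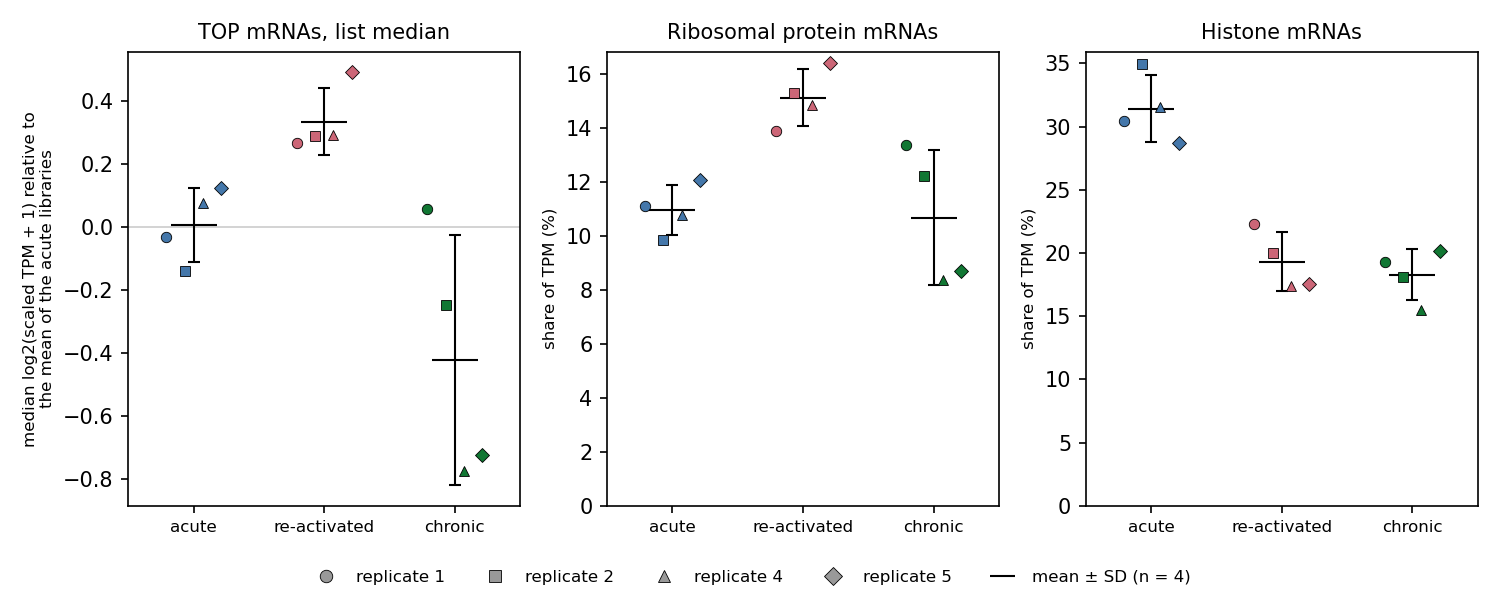
Each point is a library: the median of TOP mRNAs relative to the mean of the acute libraries (log2), the share of TPM on ribosomal protein mRNAs (percent) and the share on histone mRNAs (percent), with the mean and SD of each group. The ribosomal protein share averaged 10.9% in acute, 15.1% in re-activated and 10.7% in chronic libraries, and the histone share 31.4%, 19.3% and 18.3%.

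Effector cytokines and chemokines, the secreted products of activated T cells, were lower in T_chron than in T_re-act cells in 26 of 26 members (median -1.27, adjusted p = 3.79e-10, and adjusted p = 0.271 with an estimated correlation). The size of the fall differed between donors, with same-donor medians of -0.17, -0.48, -2.93 and -2.09 for replicates 1, 2, 4 and 5. LTA, which encodes lymphotoxin alpha, fell by 3.26 on the log2 scale, from 882 ± 399.6 to 92.4 ± 50.6, and the type 2 cytokine IL4 changed by -4.37 ± 0.75 (adjusted p = 0.0483, but 0.0542 by limma-voom). These were the 2 of 26 that fell over all genes, against 9 adjusted over the list alone. IFNG, the gene of interferon gamma, had -2.28 ± 0.49 (adjusted p = 0.103) with levels of 657 ± 200.1 and 3887 ± 3114, CCL4 -1.20 ± 0.49 (adjusted p = 0.258) and XCL2 -0.61 ± 0.56 (adjusted p = 0.562). Cytotoxic granule genes were lower as a list (median -0.23, adjusted p = 0.00222, and adjusted p = 0.271 with an estimated correlation), although their median was 0.04 without scaling and 0.12 against the same donor in replicate 5. Granzyme A (GZMA) changed by -2.31 ± 0.31, from 1882 ± 743 to 366 ± 97.8, and NKG7, a granule membrane protein, by -1.0 ± 0.17 (adjusted p = 0.0483, but 0.106 with the donor block). The 2 fell over all genes, with 4 adjusted over the list alone, while granzyme B (GZMB) had -0.10 ± 0.31 (adjusted p = 0.877) and serglycin (SRGN) 0.17 ± 0.28 (adjusted p = 0.756).

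Among 9931 genes tested, 41 passed, of which 20 rose and 21 fell in T_chron cells. The 41 had the same direction in 4 of 4 donors, and 39 changed at least 2-fold. Without scaling 35 rose and 19 fell. The genes that rose most were the receptor tyrosine kinase gene KIT (3.12 ± 0.51), LAYN (2.87 ± 0.26), the deubiquitinase UCHL1 (2.56 ± 0.32), NELL2 (2.44 ± 0.43), USP44 (2.25 ± 0.35), ARMCX2 (2.23 ± 0.25), the amyloid precursor gene APP (2.12 ± 0.30), TLR5 (1.95 ± 0.32), CHRNA6 (1.75 ± 0.27) and SIRPG (1.61 ± 0.29). LAYN, a membrane glycoprotein gene, rose from 10.4 ± 3.83 to 81.3 ± 20.8 (adjusted p = 0.00277), and UCHL1 from 23.8 ± 11.8 to 132 ± 11.3 (adjusted p = 0.00976). Besides IL4, LTA and GZMA, the genes that fell most were the chemokine CCL17 (-5.15 ± 0.45), the interleukin-3 receptor gene IL3RA (-3.23 ± 0.30), SAMD3 (-3.02 ± 0.37), the chemokine receptor CX3CR1 (-2.63 ± 0.40), MAOA (-2.32 ± 0.33), DRC9 (-2.26 ± 0.31) and PYHIN1 (-1.71 ± 0.27). With the donor block, the adjusted p was 0.0587 for TLR5, 0.0731 for SIRPG, 0.0781 for CX3CR1, 0.0745 for DRC9 and 0.0781 for PYHIN1. By limma-voom it was 0.0648 for KIT, 0.0542 for NELL2, 0.0791 for USP44, 0.0542 for TLR5, 0.070 for SIRPG and 0.0542 for CX3CR1. The count of 41 was 4 without T_re-act replicate 2, 127 without T_chron replicate 1 and 203 with all 12 libraries in 1 fit.

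**Figure D2:**
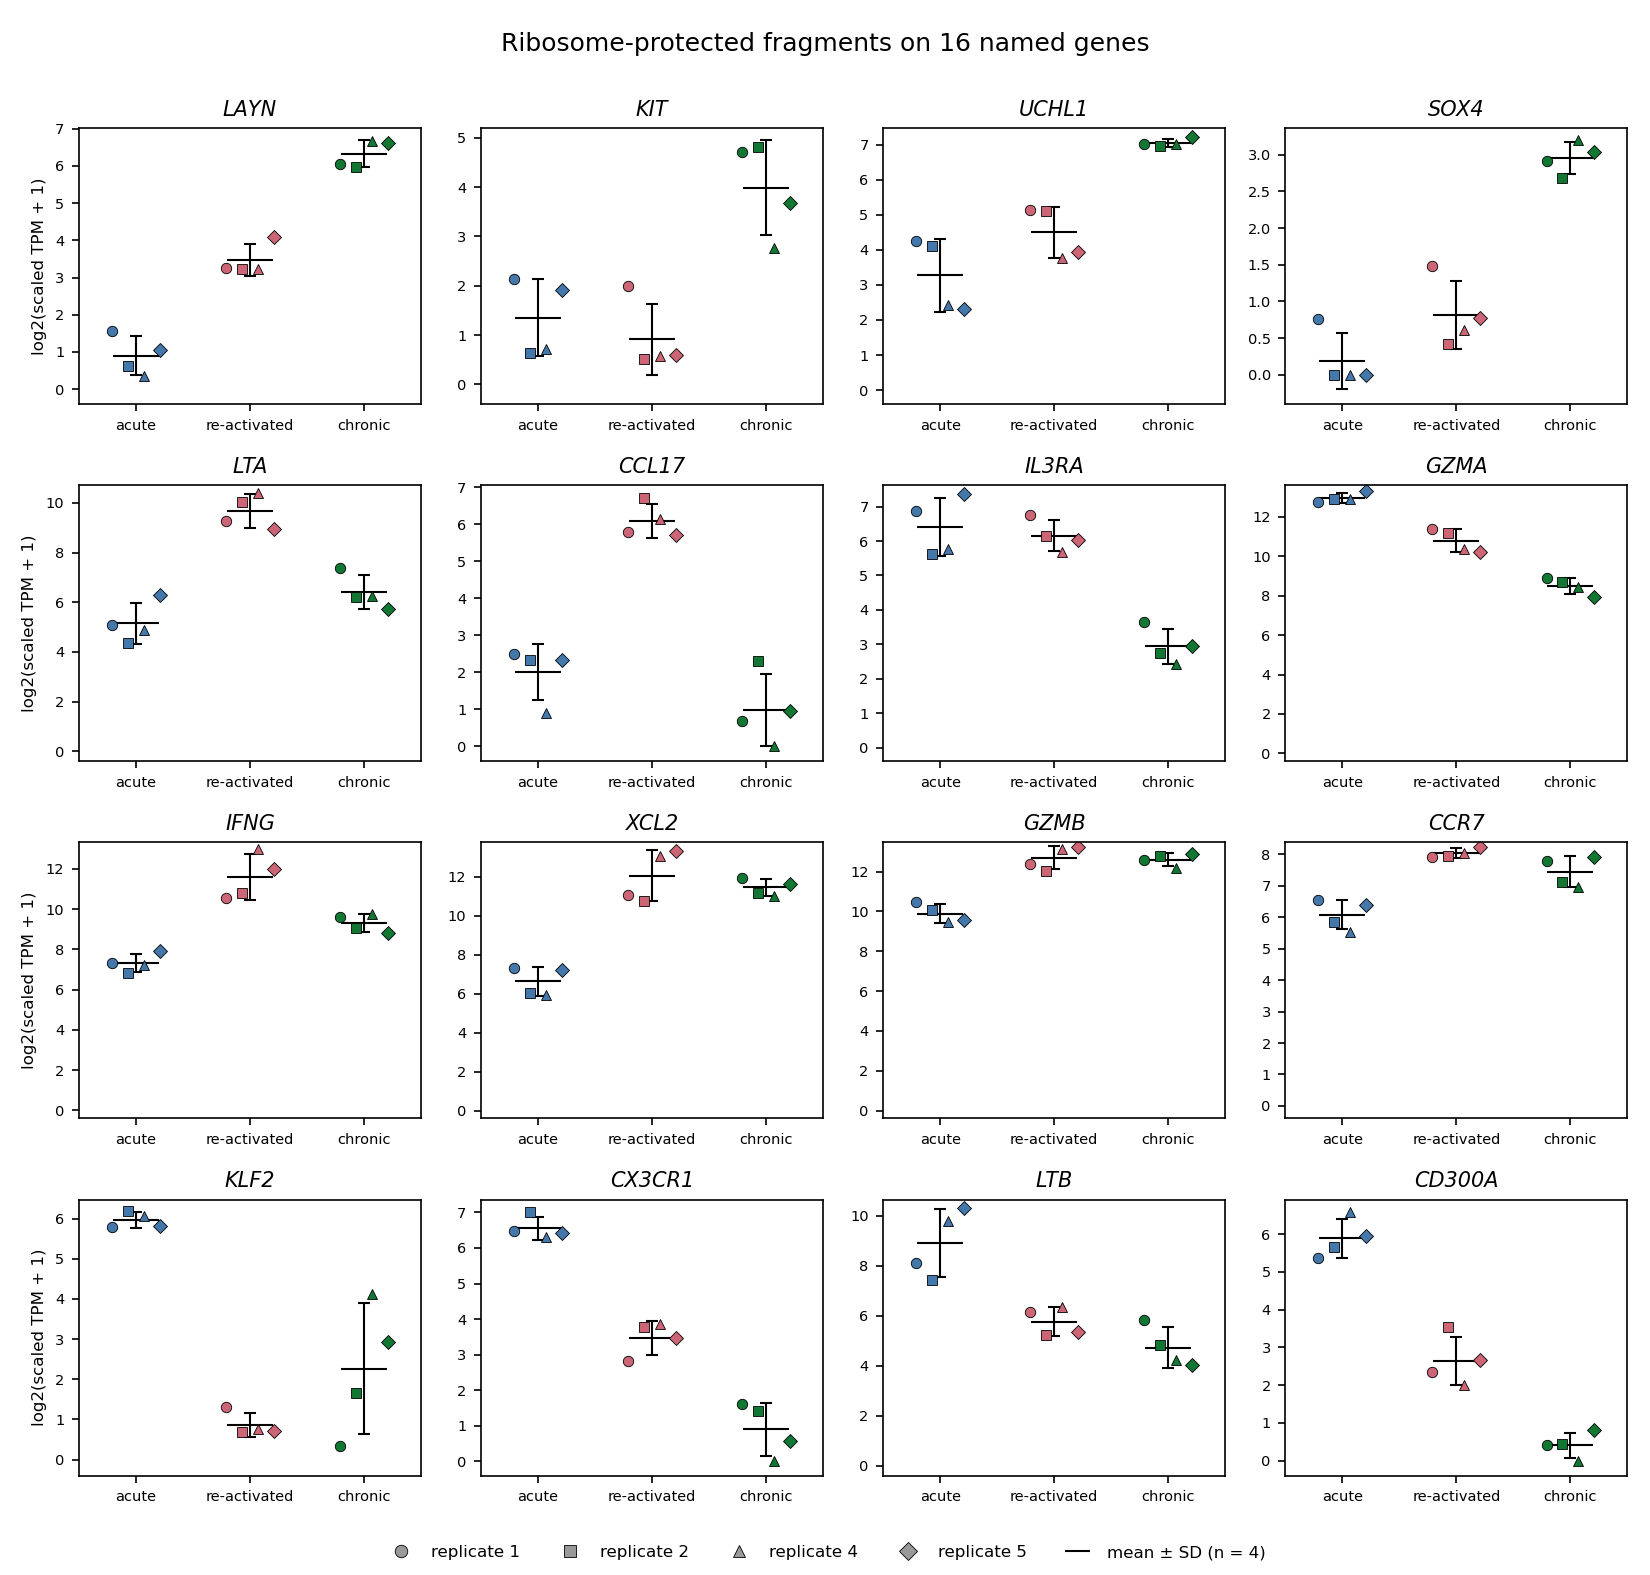
Points give log2(scaled TPM + 1) of 16 genes in each library by group, with lines at group means. LAYN averaged 0.958 in acute, 10.4 in re-activated and 81.3 scaled TPM in chronic libraries, and GZMA averaged 8087, 1882 and 366.

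Of 17 exhaustion genes that the study names, SOX4 (2.18 ± 0.27) and LAYN rose over all genes, and 5 rose and 3 fell adjusted over the list alone (median 0.18, adjusted p = 0.164 for the list), and this is not independent evidence. CD38 had 3.11 ± 0.62 (adjusted p = 0.0728, and 0.0293 with the donor block), TOX2 2.29 ± 0.56, NR4A2 1.24 ± 0.64, ID3 1.12 ± 0.50, HAVCR2 0.66 ± 0.32 and TIGIT 0.18 ± 0.31, none past the threshold without the block. EOMES had -3.01 ± 0.57, TNF -2.70 ± 0.60, LAG3 -0.61 ± 0.53, CCR7 -0.59 ± 0.24, ID2 -0.37 ± 0.25, TCF7 -0.29 ± 0.55 and PDCD1 -0.11 ± 0.59, with adjusted p from 0.0647 for EOMES to 0.935 for PDCD1. Interferon-stimulated genes were higher in T_chron cells in 28 of 32 members (median 0.55, adjusted p = 3.28e-06, and adjusted p = 0.341 with an estimated correlation), with IFI44 rising by 1.52 ± 0.24 as the 1 member that passed over all genes and adjusted over the list alone. Their median relative to the T_acute mean was 0.85 in T_chron replicate 4 and -0.49 to -0.05 in the other T_chron libraries. Naive and memory genes were higher as a list (median 0.68, adjusted p = 0.00864, and adjusted p = 0.360 with an estimated correlation), with NELL2 past the threshold over all genes and 4 members adjusted over the list alone. Within the lists of inhibitory receptors and exhaustion transcription factors, KLRG1 changed by -1.99 ± 0.29 and MAF by -2.49 ± 0.29, both past the threshold.

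Several other lists were lower in T_chron than in T_re-act cells: mitochondrial ribosomal proteins (median -0.39, adjusted p = 7.57e-09, and adjusted p = 0.360 with an estimated correlation), nuclear-encoded respiratory chain subunits (median -0.31, adjusted p = 1.19e-06, and adjusted p = 0.457 with an estimated correlation), glycolysis (median -0.34, adjusted p = 7.44e-04, and adjusted p = 0.271 with an estimated correlation), cholesterol synthesis (median -0.58, adjusted p = 3.33e-07, and adjusted p = 0.271 with an estimated correlation), cytosolic chaperones (median -0.60, adjusted p = 1.84e-07, and adjusted p = 0.341 with an estimated correlation) and replication histones (median -0.35, adjusted p = 2.75e-05, and adjusted p = 0.457 with an estimated correlation). G2/M genes were higher (median 0.25, adjusted p = 0.00684, and adjusted p = 0.341 with an estimated correlation). In limma 0 members of these 7 lists passed over all genes, and limma-voom called 0. Adjusted over the list alone 9 cholesterol genes and 2 cytosolic chaperones fell, and at an unadjusted p under 0.05 14, 6, 8, 12, 12 and 7 members were lower in the order named, and 4 G2/M genes higher. In replicate 1 the same-donor median went the other way for mitochondrial ribosomal proteins (0.03), cytosolic chaperones (0.08) and G2/M genes (-0.04). Change was lower on shorter transcripts across non-TOP genes in this comparison (Pearson's r = 0.308, genes not being independent). Non-TOP genes matched to TOP mRNAs in length and level had a median of -0.25. No list other than TOP mRNAs was matched in this way here, so transcript length is not excluded for the others. The lists that did not pass were costimulatory receptors (median 0.33, adjusted p = 0.0767, and 0.0142 with the donor block), early response genes (-0.28), NK and innate-like markers (-0.59), CD4 and regulatory markers (-0.15), CD8 identity genes (0.14), amino acid genes (0.14), tRNA synthetases (-0.04), inhibitory receptors (0.22), G1/S genes (-0.09), chaperones of the endoplasmic reticulum (0.09), apoptosis genes (0.19) and exhaustion transcription factors (median 0.12, mean -0.03). In all, 19 of 32 lists passed, and 0 did with an estimated correlation, where the smallest adjusted p was 0.271 and 3 lists had an unadjusted p under 0.05.

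The comparison of T_re-act with T_acute cells asked what a final stimulation changes in rested cells. Secreted factors rose most: IL3 (7.90 ± 0.89), IL31 (6.69 ± 0.73), CSF2 (6.09 ± 0.78), PMCH (6.0 ± 0.53), XCL2 (5.44 ± 0.58), XCL1 (5.17 ± 0.61), CCL1 (5.08 ± 0.90) and IL2 (4.93 ± 1.11, adjusted p = 0.00727, but 0.108 by limma-voom). GNG8 (4.96 ± 0.46), a G protein subunit gene, and TNFSF4 (4.84 ± 0.64), the gene of OX40 ligand, were the others of the 10. Among the genes that fell most were KLF2 (-5.03 ± 0.18), a transcription factor of quiescent T cells, LIME1 (-4.62 ± 0.48), ZNF683 (-3.63 ± 0.47), the chemokine receptors CCR1 (-3.38 ± 0.29) and CCR2 (-3.35 ± 0.18), FGFBP2 (-3.31 ± 0.61), CD300A (-3.23 ± 0.33), TXNIP (-3.19 ± 0.24) and LTB (-3.15 ± 0.56). KLF2 stood at 61.8 ± 8.44 in T_acute and 0.859 ± 0.419 in T_re-act cells (adjusted p = 2.69e-07), and CSF2, the gene of GM-CSF, at 45.7 ± 46.5 and 2260.2 ± 1525 (adjusted p = 3.99e-04). Of 9841 genes tested, 1607 rose and 1539 fell, 3066 of the 3146 in the same direction in 4 of 4 donors and 913 at least 2-fold. With upper-quartile scaling 1336 rose and 1901 fell, and without scaling 2129 rose and 1110 fell. With all 12 libraries in 1 fit the count was 2048.

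The lists of T cell activation moved with these genes. Of effector cytokines and chemokines, 18 of 26 rose and 2 fell, against 18 and 2 adjusted over the list alone (median 3.07, adjusted p = 1.19e-08, and adjusted p = 0.267 with an estimated correlation), with IFNG at 166 ± 55.6 and 3887 ± 3114 (4.27 ± 0.47). Of early response genes of NFAT, AP-1 and NF-kB, 19 of 30 rose and 1 fell, against 20 and 1 adjusted over the list alone (median 1.12, adjusted p = 5.38e-08, and adjusted p = 0.267 with an estimated correlation), with IER3 (3.69 ± 0.47) and DUSP2 (3.49 ± 0.46) changing most. Of apoptosis and p53 genes, 11 of 23 rose and 1 fell, against 12 and 3 adjusted over the list alone (median 0.69, adjusted p = 8.72e-04, and adjusted p = 0.345 with an estimated correlation), with GADD45A at 2.09 ± 0.24 and PMAIP1 at 2.00 ± 0.21. The CD4 and regulatory T cell list was higher (median 0.93, adjusted p = 0.0180, and adjusted p = 0.277 with an estimated correlation), and its members TNFRSF4 (3.37 ± 0.30), the gene of OX40, and CD4 (1.72 ± 0.29) were among the 4 of 8 that rose, also 4 adjusted over the list alone. CD40LG had 0.87 ± 0.47 (adjusted p = 0.179, and 0.0110 with the donor block), CCR4 1.19 ± 0.39 (adjusted p = 0.0400, but 0.0572 with the block) and CTSH -0.32 ± 0.27. Costimulatory receptors did not pass as a list (median 0.12, adjusted p = 0.126), while TNFRSF9, the gene of 4-1BB, rose by 4.77 ± 0.44 and TNFRSF18, the gene of GITR, by 3.49 ± 0.33.

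Several lists of translation and biosynthesis genes were higher in T_re-act than in T_acute cells. Of TOP mRNAs, 38 of 102 rose and 2 fell, against 41 and 2 adjusted over the list alone (median 0.31, adjusted p = 1.04e-07, and adjusted p = 0.387 with an estimated correlation), and the ribosomal protein share rose from 10.9% ± 0.927 to 15.1% ± 1.06 of TPM (SD, n = 4), higher in 4 of 4 donors (exact two-sided permutation p = 0.0286). Paired by donor its exact two-sided sign-flip p = 0.13, the smallest possible. Part of this rise follows from the histone share, which fell from 31.4% to 19.3% of the same fixed total. EIF4A2 (0.80 ± 0.15) and EIF3E (0.77 ± 0.13) rose, whereas RPS27 fell by 0.54 on the log2 scale. Large-subunit proteins (median 0.37, adjusted p = 1.08e-07, and adjusted p = 0.345 with an estimated correlation) and small-subunit proteins (median 0.28, adjusted p = 6.32e-04, and adjusted p = 0.425 with an estimated correlation) passed, other TOP mRNAs did not (median 0.25, adjusted p = 0.0891), and ribosomal protein paralogs were near the threshold (median 0.30, adjusted p = 0.0494, and adjusted p = 0.267 with an estimated correlation, and adjusted p = 0.0515 with the donor block). The other lists that were higher were translation factors (median 0.50, adjusted p = 3.10e-06, and adjusted p = 0.267 with an estimated correlation), tRNA synthetases (median 0.64, adjusted p = 3.38e-09, and adjusted p = 0.267 with an estimated correlation), ribosome biogenesis (median 0.64, adjusted p = 1.13e-07, and adjusted p = 0.379 with an estimated correlation), mitochondrial ribosomal proteins (median 0.38, adjusted p = 3.73e-08, and adjusted p = 0.267 with an estimated correlation), respiratory chain subunits (median 0.14, adjusted p = 0.00795, and adjusted p = 0.586 with an estimated correlation, but a same-donor median of -0.12 in replicate 4), amino acid genes (median 0.88, adjusted p = 7.77e-08, and adjusted p = 0.267 with an estimated correlation), cytosolic chaperones (median 0.50, adjusted p = 7.94e-05, and adjusted p = 0.416 with an estimated correlation) and glycolysis (median 0.26, adjusted p = 0.0156, and adjusted p = 0.425 with an estimated correlation). Of 22 tRNA synthetases 19 rose, and 20 did adjusted over the list alone, with WARS1 changing most (1.71 ± 0.12). PYCR1 of proline synthesis (2.45 ± 0.15), the chaperone gene HSPD1 (1.15 ± 0.16), nucleostemin (GNL3, 1.29 ± 0.18) and MRPL24 (1.26 ± 0.13) also rose, while ENO1 of glycolysis had 0.37 ± 0.10 (adjusted p = 0.0204, but 0.0567 with the block).

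Replication histone genes fell in T_re-act cells in 40 of 42 members, also 40 adjusted over the list alone (median -0.92, adjusted p = 1.12e-20, and adjusted p = 0.267 with an estimated correlation), and histone mRNAs took 31.4% ± 2.65 of TPM in T_acute and 19.3% ± 2.31 in T_re-act libraries (SD, n = 4; exact two-sided permutation p = 0.0286). H3C4 changed by -1.60 ± 0.11 and H2AC4 by -1.55 ± 0.12. Other lists that were lower were interferon-stimulated genes (median -0.58, adjusted p = 5.46e-05, and adjusted p = 0.267 with an estimated correlation), with ISG20 at -2.60 ± 0.39 and MX1 at -1.87 ± 0.49, CD8 identity genes (median -0.64, adjusted p = 7.55e-05, and adjusted p = 0.345 with an estimated correlation), with TRAT1 at -2.46 ± 0.29 and CD3D at -0.91 ± 0.19, and chaperones of the endoplasmic reticulum (median -0.40, adjusted p = 0.00954, and adjusted p = 0.370 with an estimated correlation), with calreticulin (CALR) at -0.65 ± 0.15. Cytotoxic granule genes split, with 4 of 17 rising and 8 falling, and the same counts adjusted over the list alone (median -0.83, adjusted p = 0.133). GZMB rose by 2.81 ± 0.29, and GZMA changed by -2.17 ± 0.26 and NKG7 by -0.86 ± 0.21. Markers of platelets and erythroid cells did not pass as a list (median -1.95, adjusted p = 0.113, and 0.0226 with the donor block). The haemoglobin genes HBA2 (-2.57 ± 0.89) and HBA1 (-2.55 ± 0.89) fell, with adjusted p of 0.0471 and 0.0499, but 0.269 and 0.270 by limma-voom, and HBB had -1.95 ± 1.46 (adjusted p = 0.335, and 0.0109 with the block).

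The 5 translation genes that the study names were higher together (median 0.57, adjusted p = 0.00954, and adjusted p = 0.379 with an estimated correlation), with RPS24 (0.57 ± 0.18), RPL32 (0.58 ± 0.13), EIF3E and EEF1B2 (0.47 ± 0.15) past the threshold (4 of 5, also 4 adjusted over the list alone) and EEF1A1 at 0.34 ± 0.17 (adjusted p = 0.155). Of the study's exhaustion genes, 7 of 15 rose and 2 fell, and 8 and 2 did adjusted over the list alone (median 0.95, adjusted p = 0.0156, and adjusted p = 0.379 with an estimated correlation), and neither list is independent evidence. LAYN (2.51 ± 0.29), NR4A2 (3.25 ± 0.45), LAG3 (2.03 ± 0.28), ID3 (2.15 ± 0.41), CCR7 (1.97 ± 0.21), PDCD1 (1.55 ± 0.52, adjusted p = 0.0419, but 0.0567 by limma-voom) and IFNG rose, and TCF7 (-1.0 ± 0.25) was among those that fell. TNF had 0.95 ± 0.47 (adjusted p = 0.147, and 0.0115 with the block), EOMES -0.76 ± 0.33 (adjusted p = 0.101, and 0.00813 with the block), TIGIT 0.65 ± 0.25, HAVCR2 0.29 ± 0.19, CD38 0.12 ± 0.36 and ID2 -0.18 ± 0.15. Lists that did not pass were naive and memory genes (median -0.20), exhaustion transcription factors (0.16), inhibitory receptors (0.06, mean -0.02), NK and innate-like markers (-0.81), cholesterol synthesis (-0.03, mean 0.01), G1/S genes (-0.03) and G2/M genes (-0.16). In all, 22 of 33 lists passed, and 0 did with an estimated correlation, where the smallest adjusted p was 0.267 and 4 lists had an unadjusted p under 0.05.

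The comparison of T_chron with T_acute cells set repeated stimulation against rested cells. PMCH (6.68 ± 0.33), TNFSF4 (6.08 ± 0.56), LAYN (5.45 ± 0.29), IL3 (5.33 ± 0.78), the argininosuccinate synthase gene ASS1 (5.05 ± 0.55), PLS3 (4.86 ± 0.34), IL23A (4.84 ± 1.07), XCL2 (4.83 ± 0.36), CSF2 (4.71 ± 0.84) and DNAJC12 (4.68 ± 0.47) rose most. Among the genes that fell most were CX3CR1 (-5.66 ± 0.35), CD300A (-5.50 ± 0.28), granzyme K (GZMK, -5.22 ± 0.44), CCR1 (-4.74 ± 0.30), FCGR3A (-4.60 ± 0.42), SAMD3 (-4.58 ± 0.32), GZMA (-4.48 ± 0.23), CCR2 (-4.30 ± 0.28) and LTB (-4.19 ± 0.63). GZMA stood at 8087 ± 1512 in T_acute and 366 ± 97.8 in T_chron cells (adjusted p = 6.65e-06), whereas GZMB stood at 993 ± 328 and 6354 ± 1311 (2.72 ± 0.26, adjusted p = 1.64e-04). Of 9978 genes tested, 1251 rose and 1227 fell, 2448 of the 2478 in the same direction in 4 of 4 donors and 1351 at least 2-fold. With upper-quartile scaling 1030 rose and 1542 fell, and without scaling 2688 rose and 610 fell. The count of 2478 was 1379 without T_acute replicate 4, 1525 without T_acute replicate 5 and 1443 without T_chron replicate 5.

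TOP mRNAs were lower in T_chron than in T_acute cells as a list (median -0.42, adjusted p = 8.74e-07, and adjusted p = 0.674 with an estimated correlation), with a median of -0.03 without scaling. The same-donor medians were 0.06, -0.08, -0.90 and -0.85 for replicates 1, 2, 4 and 5, and with replicates 1 and 2 alone the median was 0.02. Of 102 TOP mRNAs, 12 fell over all genes and 4 adjusted over the list alone, among them vimentin (VIM, -1.38 ± 0.23), TPT1 (-1.25 ± 0.27) and RPS27 (-1.25 ± 0.24). Large-subunit proteins (median -0.44, adjusted p = 2.72e-04, and adjusted p = 0.721 with an estimated correlation), small-subunit proteins (median -0.51, adjusted p = 1.66e-04, and adjusted p = 0.674 with an estimated correlation) and other TOP mRNAs (median -0.35, adjusted p = 0.00658, and adjusted p = 0.549 with an estimated correlation) were each lower, although the median of the last was 0.05 without scaling, and the same-donor medians of large-subunit and small-subunit proteins were 0.13 and 0.12 in replicate 1. The ribosomal protein share did not differ detectably, at 10.7% ± 2.5 of TPM in T_chron and 10.9% ± 0.927 in T_acute libraries (SD, n = 4; exact two-sided permutation p = 0.914), or at 3.72% and 4.56% of recovered reads (p = 0.286). TPM sum to a fixed total, so the lower histone share in T_chron (18.3% against 31.4% in T_acute libraries) raises the shares of other genes. The near-equal ribosomal protein shares of TPM therefore do not show equal occupancy relative to non-histone genes. Replication histones fell in 40 of 42 members and in 42 adjusted over the list alone (median -1.25, adjusted p = 4.80e-21, and adjusted p = 0.365 with an estimated correlation), with H2AC4 at -1.89 ± 0.19 and H2BC14 at -1.88 ± 0.20. The histone share was 18.3% ± 2.01 of TPM in T_chron libraries (exact two-sided permutation p = 0.0286 against T_acute, and 0.571 against T_re-act). Of recovered reads, histone mRNAs took 6.01% in T_acute, 3.33% in T_re-act and 2.79% in T_chron libraries.

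Of effector cytokines and chemokines, 11 of 25 rose and 3 fell, against 13 and 4 adjusted over the list alone (median 1.26, adjusted p = 0.00551, and adjusted p = 0.674 with an estimated correlation). Costimulatory receptors were higher (median 0.83, adjusted p = 0.00414, and adjusted p = 0.529 with an estimated correlation), TNFRSF9 by 4.34 ± 0.41, as were early response genes (median 1.05, adjusted p = 9.18e-05, and adjusted p = 0.414 with an estimated correlation), apoptosis and p53 genes (median 0.67, adjusted p = 0.00349, and adjusted p = 0.614 with an estimated correlation), tRNA synthetases (median 0.46, adjusted p = 1.62e-04, and adjusted p = 0.365 with an estimated correlation), with WARS1 at 1.88 ± 0.25, and amino acid genes (median 1.1, adjusted p = 1.85e-07, and adjusted p = 0.529 with an estimated correlation), with DDIT4, a stress-induced inhibitor of mTORC1, at 2.94 ± 0.54. Cytotoxic granule genes were lower (median -0.96, adjusted p = 0.0140, and adjusted p = 0.365 with an estimated correlation), although 4 of 17 rose and 9 fell, with the same counts adjusted over the list alone. NK and innate-like markers were lower (median -1.85, adjusted p = 0.0140, and adjusted p = 0.365 with an estimated correlation), with NCR3 at -1.91 ± 0.31, while XCL1, a chemokine that activated T cells also make, rose by 4.64 ± 0.40 and KLRC2 had 0.06 ± 0.60. Cholesterol synthesis genes were lower (median -0.64, adjusted p = 0.00891, and adjusted p = 0.674 with an estimated correlation), with EBP at -1.43 ± 0.14 and STARD4 rising by 1.43 ± 0.22. Of the study's exhaustion genes, 11 of 17 rose and 1 fell, and 12 and 4 did adjusted over the list alone (median 1.43, adjusted p = 5.31e-04, and adjusted p = 0.414 with an estimated correlation), which is not independent evidence. NR4A2 (4.56 ± 0.48), ID3 (3.31 ± 0.38), CD38 (3.21 ± 0.62), SOX4 (2.79 ± 0.23), TOX2 (2.47 ± 0.58), IFNG (2.00 ± 0.28), PDCD1 (1.5 ± 0.34), CCR7 (1.38 ± 0.29), TIGIT (0.84 ± 0.22), LAYN and HAVCR2 (0.95 ± 0.31, adjusted p = 0.0472, but 0.0575 with the donor block) rose, and EOMES (-3.75 ± 0.59) fell. LAG3 had 1.43 ± 0.53, TNF -1.73 ± 0.58, TCF7 -1.30 ± 0.55 and ID2 -0.55 ± 0.22, with adjusted p from 0.0531 for TNF to 0.110 for TCF7.

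The 5 translation genes that the study names did not pass as a list in T_chron against T_acute cells (median -0.35, adjusted p = 0.268), at -0.42 ± 0.29 for RPS24, -0.35 ± 0.20 for RPL32, -0.04 ± 0.20 for EIF3E, -0.29 ± 0.16 for EEF1A1 and -0.60 ± 0.31 for EEF1B2. The other lists that did not pass were ribosomal protein paralogs (median -0.31), other translation factors (0.06), respiratory chain subunits (-0.17), ribosome biogenesis (-0.09), chaperones of the endoplasmic reticulum (-0.15) and of the cytosol (-0.18), G1/S (-0.17) and G2/M genes (0.08), inhibitory receptors (0.51), exhaustion transcription factors (0.65), naive and memory genes (0.38), CD4 and regulatory markers (0.92) and CD8 identity genes (-0.33). Median, mean and test differed in sign for mitochondrial ribosomal proteins (median -0.06, test upward), glycolysis (median -0.04, mean 0.05) and interferon-stimulated genes (median -0.05, mean 0.06, test downward), none of which passed. In all, 15 of 32 lists passed, and 0 did with an estimated correlation, where the smallest adjusted p was 0.365 and 4 lists had an unadjusted p under 0.05.

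**Figure D3:**
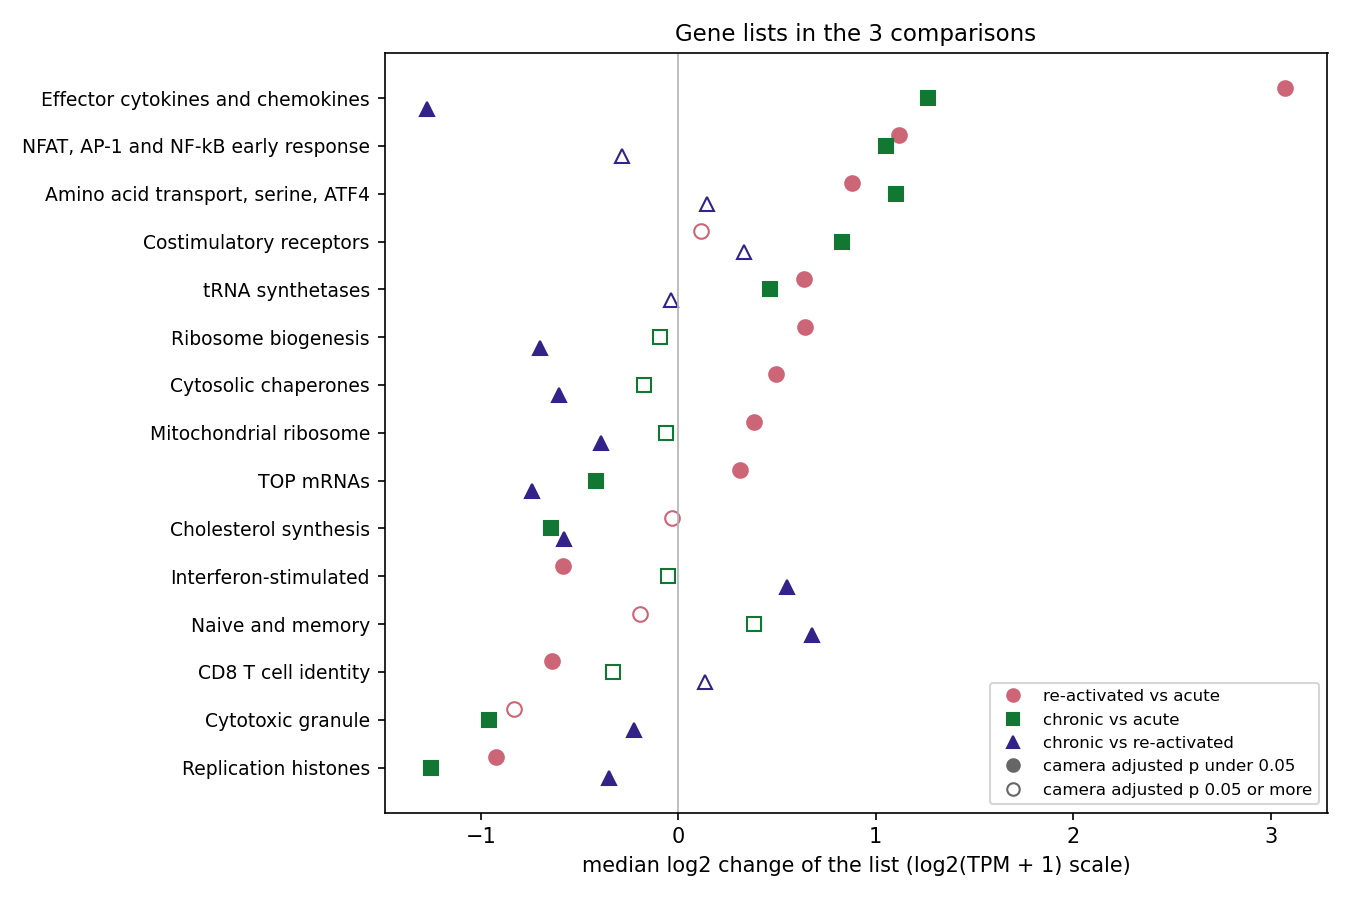
Points give the median log2 change of 15 gene lists in the 3 comparisons, filled where camera gave an adjusted p under 0.05. TOP mRNAs had medians of -0.74 (chronic against re-activated), 0.31 (re-activated against acute) and -0.42 (chronic against acute).

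Some lists had too few tested members. The 13 mitochondrially encoded mRNAs are listed at 0 in every library. B and plasma cell markers (3 tested) summed to 29.8 scaled TPM in T_acute, 52.3 in T_re-act and 83.7 in T_chron cells, and monocyte and dendritic cell markers to 42.9, 12.2 and 15.9. Platelet and erythroid markers, mostly haemoglobin, summed to 168, 25.2 and 5.08. Haemoglobin mRNAs ranged from 0 to 361 TPM between T_acute libraries, so their sum rested on few of them.

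The changes of T_chron and T_re-act cells from T_acute cells were compared across 10243 genes, which are not independent replicates. Pearson's r was 0.773, against 0.323 ± 0.018 (SD) in 100 simulated sets with no effect, where the shared T_acute libraries alone give a correlation. With the T_acute libraries split between the comparisons, r was 0.632 to 0.721 over 6 splits. The covariance was 0.441, against 0.0263 in the simulated sets. Of 9755 genes tested in both, 774 rose in both, against 193 if the calls were independent, and 833 fell in both, against 193. With the T_acute libraries split, where fewer genes were called, 175 to 251 rose in both over the 6 splits, against 21.8 to 45.4 if independent, and 155 to 254 fell in both, against 15.4 to 36.3. DRC9 (-1.02 in T_chron, 1.20 in T_re-act) and SIRPG (1.03 and -0.59) passed in opposite directions.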

Values the study reported

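In the study, ribosome footprints averaged about 35 nt in length, and about 10 to 30% of the reads of a library mapped to mRNA. Its joint analysis of footprints and RNA-seq placed nearly all genes that differed between T_re-act and T_acute cells, for which it gave 773, in the class where footprints followed mRNA. For T_chron against T_re-act cells it placed 26 genes in that class, and 49 genes, mostly TOP mRNAs, in a class of lower translation without a change of mRNA. It also compared translation efficiency, and reported that of TOP mRNAs as lower in T_chron than in T_re-act cells. Between T_re-act and T_acute cells it reported no regulation of their translation. It described TOP transcripts as slightly more abundant in T_chron than in T_re-act cells, and so put their repression down to translation. These classes and efficiencies rest on RNA-seq, which is not in this series, so they are not of the same kind as the counts and occupancy changes given here.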

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

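The single-library comparisons in this part were made by a rule fixed before the data were examined, and the tests of DRC9 and SIRPG were chosen only after their opposite changes were seen. In 370 groups of 4 libraries (printed genes and list medians), 20 had a library set apart from the other 3 by Dixon's ratio of the gap to the whole range, above the 95% value for 4 samples. Chance flags about 1 in 20 groups, which gives 18.5 here, so no pattern was read from their number. T_re-act replicate 5 was the library in 7 of the 20, and 11 lay in T_re-act, 5 in T_acute and 4 in T_chron libraries.

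In T_re-act replicate 5, translation mRNAs lay above the other T_re-act libraries. The ratio was 0.897 for the TOP median (0.49, others 0.27 to 0.29), 0.830 for large-subunit proteins (0.53, others 0.32 to 0.36) and 0.860 for the 5 translation genes that the study names (0.84, others 0.41 to 0.47). It was 0.924 for RPL32 (630 scaled TPM, others 486 to 495) and 0.926 for RPS24 (4432, others 2952 to 3042). LAYN had 0.965 (16.2, others 8.43 to 8.63) and ARMCX2 0.937 (5.75, others 2.58 to 2.72) in the same library.

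Other libraries stood apart for single genes and lists. KIT had a ratio of 0.949 in T_re-act replicate 1 (2.99, others 0.427 to 0.503), and KLF2 had 0.871 there (1.49, others 0.610 to 0.703). HBA1 (1.95) and HBA2 (1.95) each had 1.000 in that library, with the other 3 listed at 0. In T_acute libraries the ratio was 0.847 for RPL32 in replicate 2 (293, others 365 to 379) and 0.874 for VIM in replicate 2 (1407, others 1576 to 1602). IL31 had 1.000 in T_acute replicate 4 (0.462) and SOX4 1.000 in T_acute replicate 1 (0.689), where the other 3 libraries were listed at 0. The naive and memory list had 0.899 in T_acute replicate 5 (median 0.14, others -0.09 to -0.06). In T_chron libraries the ratio was 0.940 for CCR2 in replicate 5 (4.72, others 1.70 to 1.83), 0.849 for H2AC4 in replicate 4 (309.9, others 474 to 511) and 0.922 for the G1/S list in replicate 2 (median 0.01, others -0.20 to -0.18). It was 0.947 for chaperones of the endoplasmic reticulum in T_chron replicate 4 (median 0.29, others -0.41 to -0.38). No cause was tested for any of these.

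DRC9 and SIRPG changed in opposite directions from T_acute cells. The difference, tested as T_chron against T_re-act, was -2.26 for DRC9 and 1.61 for SIRPG on the log2 scale, past the threshold without the donor block but not with it (adjusted p = 0.0745 and 0.0731).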

How the results depend on the processing

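No scaling, pseudocounts, library weights, limma-voom with the donor block and the use of replicates 1 and 2 alone were alternatives chosen after the data were seen, and the others were planned. Of the single genes under all alternatives, 7855 outcomes were the same, 403 lost and 126 gained the threshold, and 0 reversed. Of the lists, 2133 were the same, 115 lost and 60 gained it, and 12 reversed. A gene or list past the threshold in neither the main fit nor the alternative counted as the same, whatever its sign. A reversal was counted only where the main fit or the alternative passed. Except where a value is given, the cause was not tested. The planned DESeq2 test was not run, since the deposited unit is TPM. With 4 libraries per group and a recovered depth of 1485055 to 6135956 reads, few changes under 2-fold were recovered in simulated T_chron against T_re-act data, and depth was not varied on its own.

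The 41 genes of T_chron against T_re-act became 13 with no filter, 16 with a mean TPM of at least 10 (fewer genes tested), 203 with all 12 libraries in 1 fit, 27 with a pseudocount of 0.1, 224 with library weights and 74 with replicates 1 and 2 alone. Leaving out single libraries gave 4 to 127: 127, 18 and 12 without T_chron replicates 1, 2 and 5, and 19, 4, 14 and 19 without T_re-act replicates 1, 2, 4 and 5. The 3146 genes of T_re-act against T_acute became 2048 with all 12 libraries and 1411 with replicates 1 and 2 alone. The 2478 genes of T_chron against T_acute became 1614 with a mean TPM of at least 10 and 1651 with replicates 1 and 2 alone. Leaving out single libraries gave 1379 to 2918, with 1443 without T_chron replicate 5, and 1379 and 1525 without T_acute replicates 4 and 5.

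With an estimated correlation 0 lists passed in each comparison, and the TOP list lost its call at -0.74 (p = 0.271), 0.31 (p = 0.387) and -0.42 (p = 0.674) in T_chron against T_re-act, T_re-act against T_acute and T_chron against T_acute. With fry 10 lists passed in T_chron against T_re-act, and the TOP list lost its call in T_chron against T_acute (-0.42, adjusted p = 0.119 by limma's fry). With replicates 1 and 2 alone, T_chron against T_acute turned to 0.016 for TOP mRNAs, 0.069 for large-subunit proteins, 0.38 for mitochondrial ribosomal proteins, 0.20 for respiratory chain subunits and 0.28 for ribosome biogenesis, and T_chron against T_re-act to -0.35 for amino acid genes and -0.39 for apoptosis genes. The TOP median of T_chron against T_re-act kept its sign with these replicates but shrank from -0.74 to -0.36. Without scaling, cytotoxic granule genes turned to 0.040 in T_chron against T_re-act and other TOP mRNAs to 0.048 in T_chron against T_acute. With library weights, apoptosis genes turned to -0.23 and mitochondrial ribosomal proteins to 0.14 in those comparisons. The weighted TOP median was -0.59 in T_chron against T_re-act and -0.27 in T_chron against T_acute. Leaving out single libraries moved mitochondrial ribosomal proteins in T_chron against T_acute between -0.12 and 0.12, with 0.12 without T_chron replicate 4.

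With the donor block, 37, 3445 and 1960 genes and 20, 22 and 15 lists passed in the 3 comparisons. Of the genes called in the main fits, 26 of 41, 3028 of 3146 and 1862 of 2478 also passed with the block. Beyond the blocked values given beside results above, the block changed no other call of a gene or list printed there. As a share of recovered reads, ribosomal protein mRNAs differed by -2.19 (T_chron against T_re-act) and 1.34 percentage points (T_re-act against T_acute), each with exact p = 0.0286. Paired by donor, the share of TPM differed by -4.43 (T_chron against T_re-act) and 4.16 (T_re-act against T_acute), where the exact sign-flip p cannot go below 0.13. Leaving out single libraries gave share differences of -5.33 to -3.67 in T_chron against T_re-act, and the exact p was 0.0571 without any 1 of the T_re-act libraries and 0.0286 without any 1 of the T_chron libraries. The correlation of 0.773 between the changes of T_chron and T_re-act cells was 0.695 with the T_acute libraries split, as the mean of 6 splits, and 0.705 to 0.826 without single libraries.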

Other observations

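The tests of sequencing depth, of other cells, of transcript length in T_chron against T_acute, of reads shared between histone copies, of cells in S phase and of lasting donor differences were chosen only after the results were seen, as was the description of T_chron replicates 4 and 5. These 2 samples differed from T_chron replicates 1 and 2 in several lists, given as medians relative to the T_acute mean in replicate order 1, 2, 4 and 5. Inhibitory receptors had -0.14, 0.09, 0.98 and 0.68, exhaustion transcription factors 0.07, -0.09, 0.98 and 0.98, and naive and memory genes 0.25, -0.27, 0.96 and 0.72. Apoptosis and p53 genes had 0.48, 0.01, 1.1 and 1.18, and amino acid genes 0.43, 0.76, 1.80 and 1.21. In the other direction, ribosome biogenesis factors had 0.29, 0.31, -0.66 and -0.39, cytosolic chaperones 0.24, 0.22, -0.60 and -0.54, and mitochondrial ribosomal proteins 0.41, 0.15, -0.47 and -0.18. Effector cytokines and chemokines had 2.06, 1.14, 0.24 and 0.71, while costimulatory receptors (0.74, 0.72, 0.80 and 0.83) and cytotoxic granule genes (-0.97, -0.98, -0.80 and -0.85) lay close together. These samples were grouped from the data, so no test was made between them. The division was not confined to T_chron libraries. In every group, replicates 1 and 2, and replicates 4 and 5, were the pairs with the highest Pearson's r of log2 values. These r were 0.985 and 0.984 in T_acute (other pairs 0.976 to 0.979) and 0.979 and 0.976 in T_re-act (0.962 to 0.973). In T_chron libraries they were 0.981 and 0.964 (0.894 to 0.960). What divides the replicates was not tested.

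TOP mRNAs had lower occupancy in T_chron than in T_re-act libraries, by a median of -0.74. The tables argue against transcript length as the whole cause, since lists of other genes matched in length and level had a median of -0.25 (95% range -0.32 to -0.17), although change followed length across genes (r = 0.308, genes not being independent). In T_chron against T_acute, where the TOP median was -0.42, matched lists had -0.25 (95% range -0.35 to -0.11), past -0.21, the limit that would fit length, so length cannot be excluded there. Markers of B cells, monocytes, platelets and erythroid cells held at most 0.0110% of TPM in a T_re-act library, too little for those cells to carry the difference, while NK and CD4 cells, which the study's magnetic negative selection for CD8+ T cells was meant to remove, were not covered. Sequencing depth stays open. T_chron replicates 1, 2 and 5, each deeper than every T_re-act library, had TOP medians of -0.18, -0.52 and -1.28 against the same donor. Depth would also give lower medians there if deeper libraries read lower. Among these replicates the fall was smallest in the deepest (5653814 reads) and largest in the shallowest (3667837 reads). That order is the reverse of deeper libraries reading lower, but each library came from another donor. The 1 T_chron library shallower than every T_re-act library (-1.14) cannot exclude depth alone. RPFs alone cannot part a change of TOP mRNA levels from a change of their translation. The RNA-seq of the study, not analysed here, spoke against lower TOP mRNA levels. A biological effect of repeated stimulation also stays open.

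Histone mRNAs had lower occupancy in T_re-act and T_chron than in T_acute libraries. Reads moving between histone copies would leave the sum in place, but the summed share was at most 22.3% of TPM in T_re-act and T_chron libraries and at least 28.7% in T_acute libraries. Length-matched lists of other genes had a median of 0.30 in T_re-act against T_acute, opposite to the histones. In T_chron against T_acute they had -0.42 (95% range -0.52 to -0.35), in the direction of the histones (-1.25), but short of -0.63, the limit for length as the cause, so length was excluded only as the whole cause. Fewer cells in S phase could not be excluded, since the G1/S list had a median of -0.031 but its genes are not read in S phase alone. A biological effect of the final stimulation also stays open.

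T_chron libraries were more spread out than T_re-act libraries. Without T_chron replicate 4, the shallowest library, the median SD of a gene was 1.23 times that among T_re-act libraries, which leaves open whether shallow depth adds to the spread, since it lies between the limits set beforehand. Removing donor effects estimated from T_acute and T_re-act libraries did not lower the spread, which was 1.09 times that before. These estimates rested on few libraries per donor and carried their noise, so lasting donor differences stay open. Different courses of the culture in different donors may play a part and were not tested.

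The number of genes that passed was set against all 35 splits of the 8 libraries into 4 and 4, of which 8 part all 4 same-donor pairs. Over all 35 splits, which disregard donors, the gene count of each comparison was reached by 1 split, the real one, and no other came near it. The count was 41 in T_chron against T_re-act (highest other split 3) and 3146 in T_re-act against T_acute (highest other 4). In T_chron against T_acute it was 2478 (highest other 1). The 8 splits that part all pairs are too few for a share under 5%, and among them the highest other count was 0 in each comparison. Over all 35 splits the size of the TOP median was reached by 1 split in T_chron against T_re-act (0.74, highest other 0.68, and 0.65 among pair-parting splits). The same held in T_re-act against T_acute (0.31, highest other 0.26, and 0.21). Chance is not excluded for these medians, since the 35 splits disregard donors and the study led to the choice of TOP mRNAs. Nor is chance excluded for T_chron against T_acute, where 5 splits gave as large a TOP median (0.42, highest other 0.56) and 3 of the 8 did. Chance also cannot be excluded for the number of lists that passed: 19 (highest other 21, reached by 7 splits), 22 (highest other 23, by 2 splits) and 15 (highest other 20, by 14 splits). Splits that pass as many lists point to structure among the samples that moves whole lists together, which the preset correlation does not cover.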
